A study of Mus musculus with 8 samples. Its data were reported in "Discrete populations of isotype-switched memory B lymphocytes are maintained in murine spleen and bone marrow" (2020).

How the data were processed

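IgG-positive memory B cells of the spleen and the bone marrow of 2 immunised mice were profiled one by one in droplets. The design held 8 samples. These were 4 libraries of messenger RNA, from the spleen and the bone marrow of mouse 2 and of mouse 3, and 4 libraries of B cell receptor sequences from the same cells. The mice were C57BL/6J females immunised 3 times with the hapten NP coupled to chicken gamma globulin.

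For the RNA libraries, the authors made UMI counts per gene and barcode with Cell Ranger on the mm10 build, and deposited the counts of the barcodes that this tool called cells. The lists of barcodes and of gene names that the authors deposited beside them hold no measurement. For the receptor libraries, the authors deposited read counts and UMI counts per assembled contig, made with Cell Ranger on a GRCm38 receptor reference. Receptor calls of spleen 3 were not analysed here, so 3 of the 4 receptor libraries entered. None of these values had been normalised.

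From here on the counts were used as deposited, over all 10211 barcodes, 6047 of the spleen and 4164 of the bone marrow. Of these, 2768 of spleen 2, 2641 of bone marrow 2 and 1168 of bone marrow 3 also had a heavy and a light chain, 6577 in all. Total counts per RNA library ranged from 6359629 to 14814612 UMIs. The gene list held 27998 genes, of which 0 were immunoglobulin genes, so the isotype came from the receptor contigs only. Libraries of the same organ differed by more than sampling noise, with a chi-square per degree of freedom of 14.8 for the spleens and 26.1 for the bone marrows, so none was a copy of another. The tests, the gene and marker lists, the settings and the first set of 53 alternatives were chosen before the data were examined. A further 20 alternatives were added later.

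Barcodes were clustered with Seurat 5.3.0 on log-normalised counts of 2000 variable genes. 30 principal components were computed and 5 were used, with 30 neighbours and a resolution of 0.6. The 5 components and the resolution followed the study, which clustered only cells that also had a receptor, and the other settings were chosen here. The libraries were joined with no correction for batch. Clusters were numbered by size. A cluster received a name ending in "-like" only where its leading genes fitted markers that had been listed beforehand. A cluster with more than 60% of its barcodes from 1 library was called mostly of that library. Leading genes were those with the highest ratio of summed CPM against all other clusters, among genes with a UMI in at least 10% of the cluster's barcodes.

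Doublets were searched with the Scrublet method in scanpy 1.11.5. It marked only 5 of the 10211 barcodes and so did not work as a doublet detector here. Barcodes with several productive heavy chains were therefore treated as doublets in the alternatives. Spleen 3 had no such check.

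For tests between organs, UMI counts were summed per library, or per library and cluster where at least 20 barcodes remained, because cells are not replicates. edgeR 4.0.16 in R 4.3.3 tested genes that passed its expression filter with the quasi-likelihood test and Benjamini-Hochberg adjustment. DESeq2 1.42.0 was the alternative. The study stated no test of this kind, so the main fit had no block. Same-numbered libraries came from the same animal, so the mouse numbers pair the libraries, and a fit with the mouse as a block was the alternative. As a check of this pairing, the deviations from the organ means over 10971 genes had a correlation of 0.495 between spleen 2 and bone marrow 2. Spleen 2 and bone marrow 3 had -0.495, which with 2 libraries per organ is the same value with the other sign. Receptor sequences give a separate check, since spleen 2 and bone marrow 2 held 245 clones in common and spleen 2 and bone marrow 3 held 0. No rank or permutation test was used for the organs, since 2 libraries against 2 cannot reach an exact permutation p below 0.333.

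Cells were called IgG1 or IgG2 from the constant region of the heavy chain. IgG2 joins IgG2b and IgG2c here. Their counts were summed per library and class and tested with edgeR, with the library as a block.

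Gene lists were tested with camera from limma 3.58.1, which asks whether the genes of a list rank higher or lower than all other genes. The correlation between genes was preset at 0.01, and was estimated from the data as an alternative. There were 16 lists of cell type markers and 16 lists of cell functions, and a list needed at least 3 tested members. The pattern for ribosomal proteins also took 11 genes of S6 kinases and like names. Some list members had been chosen by the study on these same samples, and their calls are not independent evidence.

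The edgeR fits and camera were first tested on simulated data, with 200 genes changed in counts drawn for the real genes and library sizes. The changed genes had a mean of at least 10 CPM. Clustering, shares of cells and receptor results were not simulated. In the comparison of the organs, 87% of genes changed by a log2 of 1 and 100% of those changed by a log2 of 2 were recovered, and 97% and 100% with the mouse block. For IgG2 against IgG1 the values were 97% and 100%. Of the unchanged genes, 18 were called between the organs, 22 with the mouse block and 17 between the isotypes. Within clusters, genes changed by a log2 of 1 were recovered at 64% in cluster 1, 71% in cluster 3, 74% in cluster 4, 32% in cluster 6, 50% in cluster 7 and 20% in cluster 10. The test of the organ difference between clusters recovered 63%. Each gene was drawn independently of the others, so no spread shared by the genes of a library entered. These rates may therefore not hold for the real data. In the real fit of the organs without a block, Cr2 with a log2 of -2.15 was not called. The 0 calls of that fit do not show that such changes were absent.

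Named genes followed a fixed rule. Among genes with adjusted p under 0.05, a mean of at least 10 CPM and the same direction in every mouse or library, those with the largest changes were named. These were up to 10 per direction between organs, 8 between isotypes and 3 within clusters, leaving out ribosomal genes and unnamed gene models. Where no gene passed, the 5 with the smallest p were named. Of each list, the 4 members with the smallest p were eligible, and 43 genes of the sort gate, of memory and of homing were always looked up, of which 35 passed the expression filter. Coordinates are of GRCm38 from GENCODE mouse M21.

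Receptor cells had 1 productive heavy and 1 productive light chain. A clone was a set of cells of a mouse with the same V and J genes and identical junction sequences of both chains. To get the number of shared clones under free mixing, cells of both organs were reassigned to organs at random 1000 times. Diversity was compared on 100 draws of 1131 cells each. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only. To compare shares of cells with a UMI across depths, each cell was thinned to 2000 UMIs, or 1000 as an alternative, and shallower cells were left out. Statistics in Python 3.11.15 used scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.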

Results

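The data describe single IgG-positive memory B cells, abbreviated Bsm, sorted from the spleen and the bone marrow of mice that had been immunised with the hapten NP on a carrier protein. The sort took CD19-positive, CD38-positive cells with surface IgG1 or IgG2b and left out cells with IgM, IgD, the germinal centre antigen GL7 or the plasma cell antigen CD138. Gene expression was measured as UMI counts in 4 libraries. Spleen 2 held 3002 barcodes with 14770315 UMIs, spleen 3 held 3045 with 14814612, bone marrow 2 held 2892 with 14033561 and bone marrow 3 held 1272 with 6359629. Median UMIs per barcode lay between 4208 in bone marrow 2 and 4749 in bone marrow 3. Receptor sequences were used from 3 libraries, with 2836 cells of spleen 2, 2655 of bone marrow 2 and 1131 of bone marrow 3 that had 1 heavy and 1 light chain.

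Did the cells carry the genes of the sort gate, and did surface genes of memory subsets differ by organ? A UMI of Cd19, the co-receptor of the B cell receptor, was found in 86.3% of barcodes. Pax5, the transcription factor that keeps B cell identity, was found in 40.8%, Ptprc, which encodes CD45, in 81.9% and Cd38 in 38.1%. Sdc1, which encodes CD138, was found in 0.108% and the germinal centre repressor Bcl6 in 2.90%. Genes that B cells should lack gave a background of 0.0490% for the T cell gene Cd3e, 0.343% for the myeloid gene Lyz2 and 0.823% for the globin gene Hbb-bs. Among cells thinned to 2000 UMIs, Cr2, which encodes the complement receptor CD21 of marginal zone and follicular B cells, was found in 16.0% (14.7 to 17.4) of spleen 2 and 14.0% (12.8 to 15.3) of spleen 3. It was found in 5.96% (5.11 to 6.91) of bone marrow 2 and 4.44% (3.32 to 5.80) of bone marrow 3, and the unthinned values were 26.0%, 24.5%, 11% and 8.65%. Fcer2a, which encodes CD23 of follicular B cells, was found in 29.4% and 33.6% of the spleens and in 25.3% and 19.6% of the bone marrows. Cxcr4, the receptor for the bone marrow chemokine CXCL12, was found in 1.56% of spleen 2, 3.37% of spleen 3, 1.47% of bone marrow 2 and 6.09% (4.78 to 7.64) of bone marrow 3, so it did not follow the organ in mouse 2. Of the memory markers, Cd80 was found in 6.62% and 8.53% of the spleens and 7.73% and 10.4% of the bone marrows, more in bone marrow in both mice. Its summed counts had 0.32 ± 0.08, adjusted p = 0.0657 by edgeR with the mouse as a block, which did not pass. Pdcd1lg2, which encodes PD-L2, was found in 9.46%, 10.8%, 9.13% and 12.5%, and Nt5e, which encodes CD73, in 3.57%, 3.10%, 3.59% and 3.92% in the same order, and neither passed with the block (0.10 ± 0.12, adjusted p = 0.686 and 0.31 ± 0.12, adjusted p = 0.185). Thinned to 1000 UMIs, 47 of 64 such shares fell outside their interval at 2000. Cr2 then had 10.3% and 7.88% in the spleens and 3.15% and 2.75% in the bone marrows. Cd80 had 3.66% and 4.86% against 3.32% and 6.37%, so its direction in mouse 2 changed. Thinning left out 117, 78, 109 and 123 cells of spleen 2, spleen 3, bone marrow 2 and bone marrow 3, and background in these cells was 0.0409% for Cd3e, 0.215% for Lyz2 and 0.532% for Hbb-bs.

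Which genes differed between bone marrow and spleen memory B cells as a whole? Values are log2 differences of bone marrow minus spleen ± SE over n = 2 libraries per organ. The smallest p-values in the fit without a block included those of 2 genes of marginal zone B cells. S1pr3 (ENSMUSG00000067586, chromosome 13, 51408639 to 51422797), the sphingosine 1-phosphate receptor of marginal zone cells, had -4.77 ± 0.37, adjusted p = 0.169, with 0.427 and 0.159 CPM, or counts scaled to the library total, in the bone marrows and 10.1 and 8.88 in the spleens. Cr2 (ENSMUSG00000026616, chromosome 1, 195136811 to 195176716) had -2.15 ± 0.20, adjusted p = 0.169, with 30.7 and 21.8 CPM in the bone marrows against 132 and 104 in the spleens. Next came Emid1 at -1.43 ± 0.14, the lymphotoxin gene Lta at -1.07 ± 0.11 and Abca1 (ENSMUSG00000015243, chromosome 4, 53030787 to 53159895), which exports cholesterol from cells, at 1.15 ± 0.12, adjusted p = 0.224. edgeR called 0 of 10971 genes in this fit, with 718 at unadjusted p under 0.05, and DESeq2 called 39. With the mouse as a block, edgeR called 522 genes, 271 higher and 251 lower in bone marrow, with 2168 at unadjusted p under 0.05. With 4 libraries from 2 mice, this fit had little left to estimate the spread between mice. Its SE and p therefore say little about that spread. The count fell to 174 without poor barcodes, which were 9.04% of bone marrow 3 and 1.93%, 1.25% and 0.899% of spleen 2, spleen 3 and bone marrow 2. It was 270 without cluster 6, and DESeq2 with the block called 107, but all 522 kept their sign in these fits. All 522 had the same sign without the block, and the 39 genes of DESeq2 were among them. Leaving out bone marrow 2 gave 219 calls without a block and leaving out bone marrow 3 gave 29, and either spleen 0, where the lone library of an organ was assumed to vary like the other organ.

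With the mouse as a block, S1pr3 was lower in bone marrow (-4.80 ± 0.35, adjusted p = 0.000349), as were Cr2 (-2.17 ± 0.09, adjusted p = 7.83e-06), Cfp, which encodes the complement protein properdin (-2.96 ± 0.18, adjusted p = 0.000131), and Ffar2, a receptor for short-chain fatty acids (-2.90 ± 0.17, adjusted p = 0.000128). Also lower were Cd72, an inhibitory co-receptor of B cells (-1.77 ± 0.12, adjusted p = 0.000264), Dtx1, a NOTCH target of marginal zone cells (-1.52 ± 0.20, adjusted p = 0.00472), the MAP kinase phosphatase Dusp6 (-1.67 ± 0.18), the ubiquitin ligase Nedd4 (-1.52 ± 0.14), Hs3st1 (-1.52 ± 0.11), Emid1 (-1.44 ± 0.12) and the interferon-induced Serpina3f (-1.39 ± 0.22). Abca1 was higher in bone marrow (1.15 ± 0.08, adjusted p = 0.000264), and so were the complement inhibitor Cfh (1.32 ± 0.14, adjusted p = 0.00169), the carbonic anhydrase Car2 (1.2 ± 0.24), Tmem160 (1.1 ± 0.08, adjusted p = 0.000311), Fam46a (1.1 ± 0.09), the Src-like kinase Srms (1.04 ± 0.10) and Svil (1.0 ± 0.12). The histone genes Hist1h2ap (1.67 ± 0.16) and Hist1h1b (1.04 ± 0.14) were higher too, and 10 of 39 histone genes passed, all of them higher in bone marrow. S100a9, which neutrophils make in large amounts, had 8.10 ± 0.18, adjusted p = 8.05e-08, but it came from bone marrow 2 with 191 CPM, against 0.954 in bone marrow 3, 0.681 in spleen 2 and 0 in spleen 3. Its difference was 7.83 in mouse 2 and 2.80 in mouse 3, so the SE of 0.18 does not measure the spread between mice. Of the ribosomal protein genes 18 of 82 passed, 13 higher and 5 lower in bone marrow. Of 842 gene models and pseudogenes 29 passed, 21 of them higher, and all 14 tested ribosomal pseudogenes lay above 0, of which 2 passed. Bone marrow 3 had 6.73 pseudogene counts per 100 of the parent genes, against 2.30 in bone marrow 2, 2.1 in spleen 2 and 2.65 in spleen 3, and no organ difference is drawn from these genes. Of the 13 genes of the mitochondrial genome 2 passed. Apart from Cr2, the genes looked up in every comparison that are given next had smaller changes. Cd38 (-0.39 ± 0.08), Ptprc (-0.30 ± 0.07), Fcer2a (-0.58 ± 0.12), Cd52 (-0.44 ± 0.05) and Tbx21, the transcription factor of age-associated B cells (-0.55 ± 0.13), were lower in bone marrow. The integrin gene Itga4 (0.51 ± 0.09), the egress receptor gene S1pr1 (0.37 ± 0.07), Cd55 (0.43 ± 0.08), S100a6 (0.76 ± 0.10) and Zbtb20 (0.32 ± 0.07) were higher, and Fcer2a, Itga4, Cd55, Cd52 and S100a6 had been named by the study on these samples. The B cell genes Cd19 (-0.10 ± 0.06) and Pax5 (0.00 ± 0.07), the cycling gene Mki67 (0.07 ± 0.12), Cxcr3 (0.02 ± 0.12), Sell (-0.11 ± 0.08), Cxcr4 (0.42 ± 0.18), Itga6 (0.56 ± 0.15), Bcl6 (-0.49 ± 0.20), Rps26-ps1 (0.94 ± 0.23, adjusted p = 0.0501) and Cd69 (-0.41 ± 0.10, adjusted p = 0.0516) did not pass. Klf2, which controls trafficking receptors, had 0.57 ± 0.28 and went in opposite directions, with 1.35 in mouse 2 and -0.21 in mouse 3. The median difference over all genes was 0.0116.

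**Figure D1:**
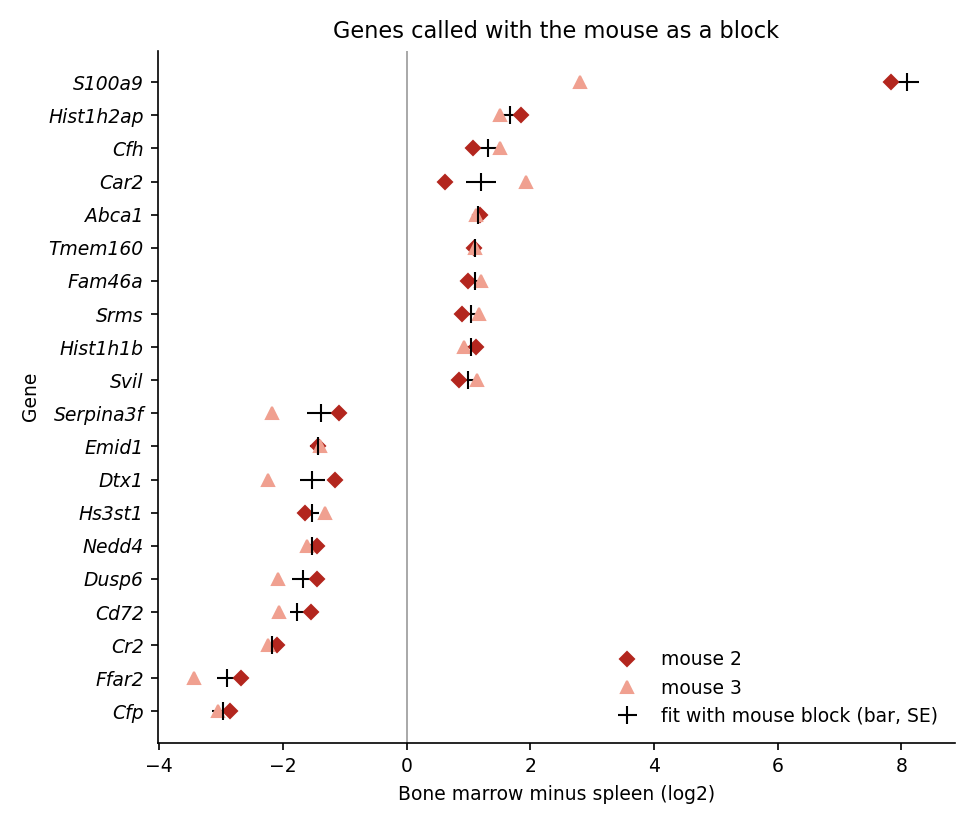
Difference of bone marrow minus spleen (horizontal axis, log2) for the named genes called with the mouse as a block, with symbols for mouse 2 and mouse 3 and bars for the SE of the fit. Cr2, Cfp and Ffar2 lie far below 0 in both mice, and S100a9 is high mainly in mouse 2.

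Did programmes of other B cell states or of cell function differ between the organs? camera from limma tested 27 lists without a block, and 11 passed, 1 higher and 10 lower in bone marrow. With an estimated correlation 0 lists passed, and with the mouse as a block 10 passed. camera sets genes against genes, so its p with the preset correlation does not measure the spread between mice. The estimated correlation rests on few libraries, so a list that did not pass with it was not shown to be unchanged. The marginal zone list was lower in bone marrow (adjusted p = 9.49e-30, and adjusted p = 0.489 with an estimated correlation). All 8 of its tested genes lay below 0, 7 passed with the block over all genes and 7 adjusted over the list alone, against 5 without the block adjusted over the list alone. Cr2, a member of it, had been chosen by the study and is not independent evidence. The interferon list was lower as well (adjusted p = 0.000526, and adjusted p = 0.988 with an estimated correlation). Its 20 of 22 genes below 0 included Stat1, the transcription factor that carries the interferon signal (-0.95 ± 0.09, adjusted p = 0.00119 with the block), the GTPase Irgm1 (-0.55 ± 0.12) and the nucleic acid sensor Zbp1 (-0.60 ± 0.09). With the block 5 interferon genes passed over all genes and 10 adjusted over the list alone. Heat shock genes were lower (adjusted p = 0.000582, and adjusted p = 0.558 with an estimated correlation), with all 10 below 0, and the chaperone genes Hspd1 (-0.40 ± 0.08), Hspe1 (-0.33 ± 0.07), Hspa8 (-0.33 ± 0.07) and Hsp90ab1 (-0.29 ± 0.07) passed with the block, 5 of the list adjusted over the list alone. Targets of B cell activation were lower (adjusted p = 0.000675, and adjusted p = 0.492 with an estimated correlation), with 14 of 18 below 0. Among them Cd83 (-0.72 ± 0.08), the NF-kappaB inhibitor Nfkbie (-0.68 ± 0.09), the adhesion gene Icam1 (-0.44 ± 0.09) and the cyclin gene Ccnd2 (-0.41 ± 0.08) passed with the block, 5 adjusted over the list alone.

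Genes of antigen receptor signalling were lower in bone marrow (adjusted p = 0.0184, and adjusted p = 0.558 with an estimated correlation), with 14 of 21 below 0. With the block 5 of them passed over all genes and 6 adjusted over the list alone, among them the adaptor Pik3ap1 (-0.44 ± 0.08) and the inhibitory genes Cd72, Cd22 (-0.36 ± 0.08) and Ptpn6 (-0.29 ± 0.07). MHC class II presentation was lower (adjusted p = 0.0273, and adjusted p = 0.988 with an estimated correlation), with 9 of 10 below 0. Its master regulator Ciita (-0.38 ± 0.08), H2-Oa (-0.49 ± 0.07) and H2-DMb2 (-0.26 ± 0.06) passed with the block, and 6 adjusted over the list alone. Oxidative phosphorylation (adjusted p = 0.0389, and adjusted p = 0.988 with an estimated correlation) had 63 of 89 genes below 0, and with the mouse as a block its adjusted p was 0.115. Germinal centre genes (adjusted p = 0.0323, and adjusted p = 0.723 with an estimated correlation) had 0.201 with the block. The erythroid list was the only one higher in bone marrow (adjusted p = 1.58e-05, and adjusted p = 0.723 with an estimated correlation), with 7 of 7 genes above 0 and 0 passing alone. Lists for T cells, with 3 tested genes (adjusted p = 1.58e-05, and adjusted p = 0.492 with an estimated correlation), and dendritic cells (adjusted p = 0.0056, and adjusted p = 0.723 with an estimated correlation) were lower. With the mouse as a block, camera also called the age-associated B cell list lower (adjusted p = 0.0476, and adjusted p = 0.838 with an estimated correlation), although its members S100a6 and Itga4 were higher and Tbx21 and Fcrl5 (-1.24 ± 0.11) lower. The study chose 4 of its members. Leaving out a library changed these calls. Without bone marrow 3, 11 of 28 lists passed. Interferon (0.308), antigen receptor signalling (0.0708), MHC class II (0.615), oxidative phosphorylation (0.524) and dendritic cells (0.142) were lost. Monocytes (4.55e-09), B1 cells (0.00015) and immediate early genes (0.00153) were called higher in bone marrow and the mitochondrial genome (0.0439) lower. Without spleen 2, 10 lists passed. Antigen receptor signalling (0.0562), MHC class II (0.479) and oxidative phosphorylation (0.116) were lost, the interferon list pointed upward (0.479), and the monocyte (7.62e-12) and B1 (0.00262) lists were called higher. Without spleen 3, 8 lists passed. Heat shock (0.126), germinal centre (0.126) and oxidative phosphorylation (0.174) were lost, the T cell list had too few tested genes, and 2 lists were higher and 6 lower. Without bone marrow 2 only the germinal centre list was lost (0.995). The neutrophil list had too few tested genes with all libraries. It was tested with 10 genes and called higher in bone marrow in each fit that kept bone marrow 2, with adjusted p = 3.82e-13 without spleen 2 and 4.98e-05 without spleen 3, while it was not tested without bone marrow 2.

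The homing and adhesion list did not move as a whole (adjusted p = 0.967 by camera), and with the block 5 of its 22 genes were higher and 3 lower. Among them S1pr4 (0.52 ± 0.08) was higher, and the cannabinoid receptor gene Cnr2 (-1.10 ± 0.15) and the chemokine receptor gene Ccr6 (-0.50 ± 0.07) were lower. B1 cell genes did not pass (adjusted p = 0.29), although Spn, which encodes CD43, was higher with the block (0.57 ± 0.08, adjusted p = 0.00526). Glycolysis did not pass either (adjusted p = 0.327), with Eno1 (0.58 ± 0.08) and Gapdh (0.41 ± 0.09) higher with the block. The remaining lists that camera did not call were memory B cells (adjusted p = 0.828), follicular B cells (0.525), transitional B cells (0.987), plasma cells (0.987), monocytes (0.789), immediate early genes (0.597), cell cycle (0.987), apoptosis regulators (0.67), TNF receptor survival signals (0.987), ribosomal proteins (0.731), the mitochondrial genome (0.899) and the signature genes of the study (0.987). Lists for neutrophils, NK cells, megakaryocytes, pro-B and pre-B cells and unswitched B cells had under 3 tested genes. Vpreb3, the only tested gene of the pro-B and pre-B list, had 0.07 ± 0.07 with the block.

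Which states did the cells fall into? Clustering gave 10 clusters of 1533, 1521, 1517, 1394, 1378, 857, 838, 529, 395 and 249 barcodes. Cluster 8 was marginal zone-like and was led by Asb2 (15.1-fold against the other clusters), S1pr3 (14.0-fold), Cr2 (9.91-fold, with a UMI in 72.8% of its barcodes) and Dtx1 (7.69-fold), and 67.3% of it came from spleen 2. Cluster 5 was B1-like, led by Mgst1 (17.1-fold), the tetraspanin gene Cd9 (16.1-fold), Lysmd2, Rbm47 and Ccr1, and 5 of 8 B1 markers were at least 2-fold higher there. Cluster 4 was age-associated-like, with Lmna, S100a6 (5.12-fold), Tcf7, Cxcr3 (3.37-fold) and Srms, although most of the markers behind this name had been chosen by the study. The other clusters stayed unnamed. Cluster 1 was led by Fam101b and by Aicda, which encodes the enzyme of class switching, cluster 2 by Pxdc1, Gadd45g, Il9r, Ffar2 and Fcer2a (2.43-fold), cluster 3 by Parm1 (2.58-fold), Tox and Cobl, and cluster 7 by Cyp4f18 (3.01-fold), Dpp4 and Vpreb3 (2.40-fold). Cluster 9 was led by the cell cycle genes Stmn1 (25.1-fold), Top2a (16.0-fold) and Mki67 (12.7-fold), which had a UMI in only 11.1%, 14.4% and 11.1% of its barcodes, and by Isg15, Hmbs and Tfrc, and it also had 7 of 8 erythroid and 5 germinal centre markers at least 2-fold higher. Cluster 10 was made of poor barcodes, 90.4% of them with few genes or a high mitochondrial share, with a median of 1629 UMIs and 14.5% mitochondrial UMIs. It also had 7 of 8 erythroid markers at least 2-fold higher, and the neutrophil gene S100a9 was higher there by a log2 of 10.9 against the other clusters. Cluster 6 was led by Rps27rt (3.03-fold), Rpl36-ps3 (2.87-fold), the kinase gene Sgk1 (2.82-fold) and Srms (2.68-fold), and Rps26-ps1 was 2.38-fold higher there. These ratios pool libraries of unlike pseudogene levels. Within single libraries Rps27rt was 1.14-fold to 1.57-fold higher, Rpl36-ps3 1.30-fold to 1.47-fold and Rps26-ps1 1.15-fold to 1.27-fold, less than Sgk1 in each. The ribosomal genes among these are near-identical copies of others, and their counts are uncertain.

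Did the organs hold these states in different shares? The marginal zone-like cluster 8 took 11.9% (10.7 to 13.1) of spleen 2 and 4.73% (4.0 to 5.54) of spleen 3, against 0.968% (0.644 to 1.40) of bone marrow 2 and 0.0786% (0.00199 to 0.437) of bone marrow 3. The spleen share was 12.2 times the bone marrow share in mouse 2 and 60.2 times in mouse 3. Cluster 2 was smaller in bone marrow in both mice, with 22.9% and 18.6% of the spleens and 8.78% and 1.02% of the bone marrows. Cluster 9, unnamed, took 6.10% and 4.89% of the spleens and 1.66% and 1.18% of the bone marrows. The age-associated-like cluster 4 was larger in bone marrow in both mice, with 8.66% and 12.0% of the spleens and 18.5% of each bone marrow, ratios of 2.13 in mouse 2 and 1.54 in mouse 3. The B1-like cluster 5 followed the mouse and not the organ, with 18.1% of spleen 2 and 22.4% of bone marrow 2 against 5.52% of spleen 3 and 1.42% of bone marrow 3. Shares of cluster 1 (7.79%, 19.7%, 15.6% and 19.6% of spleen 2, spleen 3, bone marrow 2 and bone marrow 3), cluster 3 (12.7%, 21.9%, 13.5% and 6.29%), cluster 7 (9.06%, 5.71%, 11.7% and 4.32%) and cluster 10 (1.97%, 1.35%, 1.07% and 9.28%) also went in different directions in the mice. Several genes both led a cluster and differed between the organs with the block. These were Asb2, S1pr3, Cfp, Cr2, Dtx1 and Ffar2 in cluster 8 and Ffar2, Fcer2a and Cnr2 in cluster 2. S100a6 and Srms did so in cluster 4, and Srms, Cfh and Fam46a in cluster 6. The shares and these genes are therefore not separate results. With cluster 8 left out and the mouse as a block, S1pr3 had -4.54, Ffar2 -2.51 and Cr2 -1.55 and were still called by edgeR, while Dtx1 with -0.95 was not. These shares depend on the clustering. Of the 10 other clusterings tried, 3 held a cluster that matched cluster 8, 3 one that matched cluster 2, 7 for cluster 9 and 9 for cluster 4, where a match needed a Jaccard index of at least 0.5. Where all libraries were in the clustering, the direction was the same in both mice in 2 of 2 matches of cluster 8, 3 of 3 of cluster 2, 7 of 7 of cluster 9 and 5 of 7 of cluster 4. With 2 libraries per organ no test of shares can reach an exact permutation p below 0.333.

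**Figure D2:**
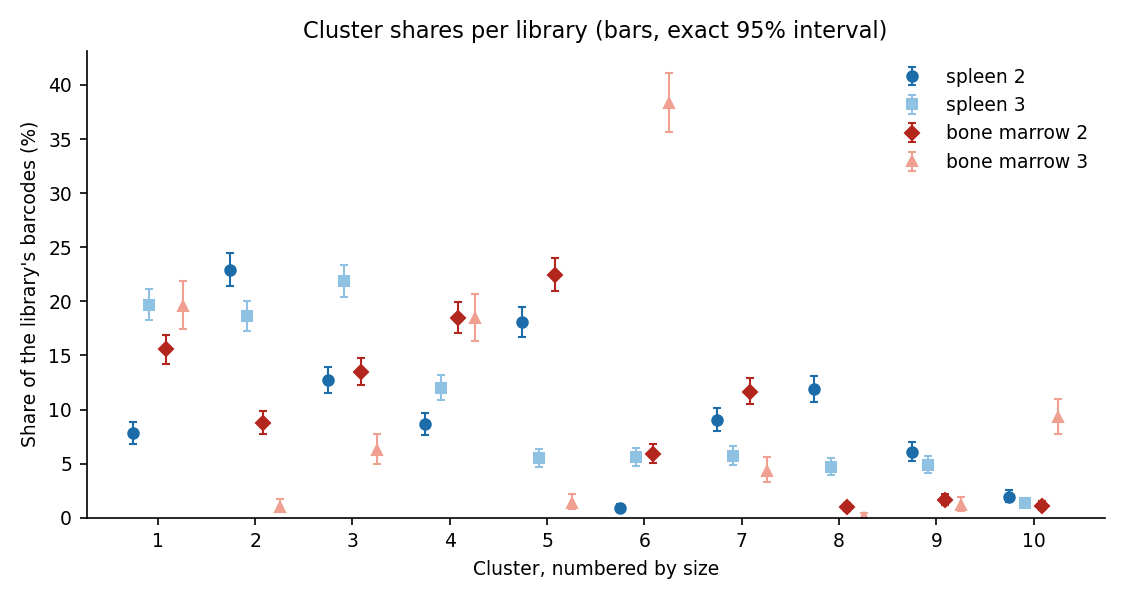
Share of each library's barcodes (vertical axis, percent) in each cluster, numbered by size, with exact 95% intervals. Cluster 8 lies at 11.9% and 4.73% in the spleens and near 0 in the bone marrows, and cluster 6 takes 38.4% of bone marrow 3 alone.

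Cluster 6 held 0.899% (0.594 to 1.31) of spleen 2, 5.62% of spleen 3, 5.91% (5.08 to 6.84) of bone marrow 2 and 38.4% (35.7 to 41.1) of bone marrow 3, but its ribosomal genes differed by library and no organ difference is drawn from its size. Per 100 counts of their parent genes, 16 pairs of ribosomal pseudogenes had 2.1 counts in spleen 2, 2.65 in spleen 3, 2.30 in bone marrow 2 and 6.73 in bone marrow 3. Rps27rt had 1652 CPM in the bone marrow 3 cells of cluster 6 and 1385 in the other cells of that library. Sgk1 set cluster 6 apart within every library, 3.97-fold in spleen 2, 2.48-fold in spleen 3, 2.17-fold in bone marrow 2 and 1.52-fold in bone marrow 3, and Srms did so by 3.10-fold, 2.99-fold, 2.46-fold and 1.32-fold. Of cluster 6, 94.8% of the cells with an IgG call were IgG1, as were 94.5% of cluster 4 and 7.86% of the B1-like cluster 5.

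**Figure D3:**
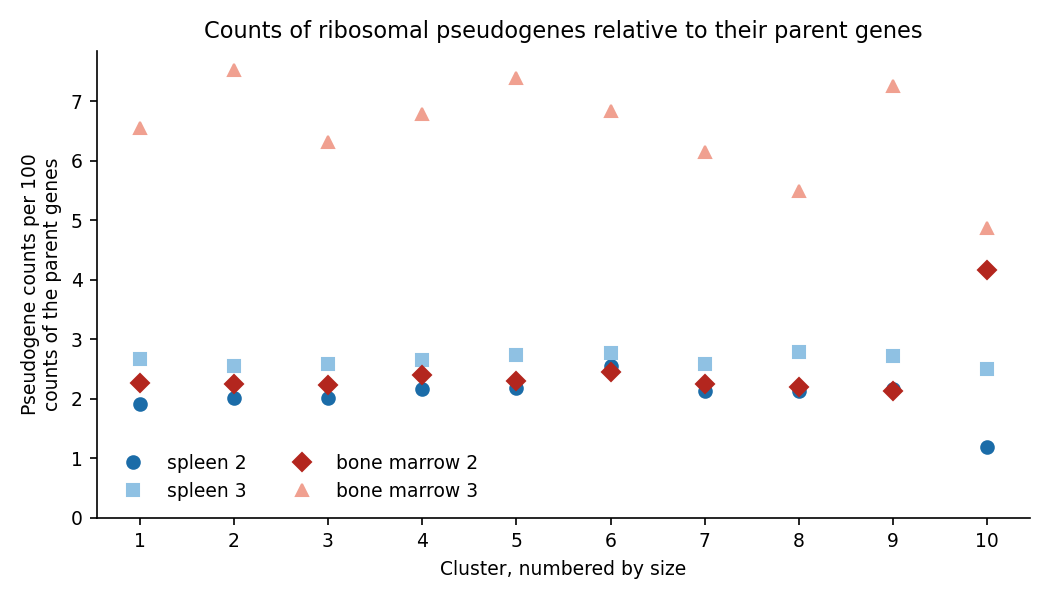
Counts of 16 ribosomal pseudogenes per 100 counts of their parent genes (vertical axis) in each cluster and library. Bone marrow 3 has 2.16 to 3.34 times the value of the other 3 libraries taken as one in every cluster.

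Did the organ difference hold inside single clusters? Clusters 1, 3, 4, 6, 7 and 10 had enough cells in all 4 libraries. edgeR without a block called 0 genes in each of them, of 7799, 8589, 8369, 6419, 6776 and 1596 tested, with 347, 349, 377, 304, 312 and 124 at unadjusted p under 0.05, and DESeq2 called 0. With the mouse as a block the counts were 62, 98, 81, 90, 61 and 11, of which 45, 63, 56, 47, 47 and 7 were also called over all cells. Here too the SE and p of the fit with the block say little about the spread between mice. Stat1 was lower in bone marrow in cluster 1 (-1.0 ± 0.12, adjusted p = 0.000359) and cluster 3 (-0.69 ± 0.12, adjusted p = 9.35e-07) with the block. The interferon-induced genes Serpina3g in cluster 1 (-0.80 ± 0.16) and cluster 6 (-1.26 ± 0.22, adjusted p = 3.8e-06), and Serpina3f (-2.34 ± 0.43, adjusted p = 1.07e-05) and the GTPase gene Igtp (-1.49 ± 0.26, adjusted p = 5.54e-06) in cluster 3, were lower as well. Tmem160 was higher in cluster 1 (1.24 ± 0.19, adjusted p = 0.00244) and cluster 4 (1.12 ± 0.17, adjusted p = 0.00405), and the phosphatase gene Dusp2 in cluster 1 (1.23 ± 0.22, adjusted p = 0.00862) and cluster 3 (1.29 ± 0.21). In the age-associated-like cluster 4 Crip2 (-1.78 ± 0.27, adjusted p = 0.00378), the sterol enzyme gene Cyp51 (-1.09 ± 0.20) and the actin-binding gene Tagln2 (-0.83 ± 0.10, adjusted p = 0.000739) were lower, and Vpreb3 (1.13 ± 0.17) was higher. In cluster 7 the chemokine receptor gene Cxcr3 (-1.46 ± 0.24, adjusted p = 6.37e-07), the enzyme gene Il4i1 (-1.34 ± 0.34) and St3gal6 (-0.99 ± 0.26) were lower, and the phosphatase gene Ptpn22 (1.45 ± 0.32, adjusted p = 0.00143), Ankrd33b (2.0 ± 0.48) and Mcoln2 (1.47 ± 0.38) were higher. In cluster 6 Upf2 (1.66 ± 0.39) was higher and Lpcat1 (-1.04 ± 0.28) and Skil (-1.03 ± 0.28) lower. Of the genes named by the fits over all cells, 12 of 17 tested had the same sign in cluster 1 with the block, 17 of 18 in cluster 3, 11 of 12 in cluster 4, 7 of 7 in cluster 6, 10 of 12 in cluster 7 and 4 of 4 in cluster 10. Those that passed were 2, 3, 2, 1, 2 and 3 in the same order. Cr2 had -0.10 in cluster 1 and -0.35 in cluster 3, and passed in cluster 7 (-0.88). Cd72 had 0.30 in cluster 1 and 0.53 in cluster 4, opposite to all cells, and passed in cluster 7 (-0.94). Srms had -0.07 in cluster 3, 0.04 in cluster 4 and 0.00 in cluster 6. Ffar2 passed in cluster 3 (-1.42) and Abca1 in cluster 4 (0.84). Among the poor barcodes of cluster 10, S100a6 (3.65 ± 0.41), Slpi (2.22 ± 0.35) and Abca1 (1.82 ± 0.36) were higher and Cd72 (-2.99 ± 0.68), Cr2 (-2.37 ± 0.43) and Fcrl5 (-2.30 ± 0.54) lower. Without a block, leaving out 1 library gave up to 105, 80, 129, 86, 93 and 49 calls in clusters 1, 3, 4, 6, 7 and 10. The near-identical copies Wdr89 and Tpm3-rs7 also passed and are uncertain.

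Did the organ difference itself vary between clusters 1 and 3? edgeR called 0 of 8702 genes, with 407 at unadjusted p under 0.05, and 2 with no expression filter. Apoe, which encodes a lipid carrier, had the smallest p (0.44 ± 0.10, adjusted p = 0.19). Leaving out 1 library gave 0 to 5 calls.

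Which genes set IgG2 apart from IgG1 memory cells of the same library? Values are log2 differences of IgG2 minus IgG1 ± SE over n = 3 libraries, with 1392, 1348 and 924 IgG1 cells and 1217, 940 and 131 IgG2 cells in spleen 2, bone marrow 2 and bone marrow 3. Spleen 2 and bone marrow 2 came from the same mouse, so these libraries hold only 2 mice. The fit treated the libraries as separate replicates, so its SE and p do not measure the spread between mice. Genes that led the B1-like cluster 5, such as Mgst1 and Cd9, were among those higher in IgG2 cells. Cd9 and Ptpn22 were listed B1 markers, and the study had chosen both on these samples. Mgst1 (ENSMUSG00000008540, chromosome 6, 138140316 to 138156755), a glutathione transferase gene, had 5.35 ± 0.29, adjusted p = 1.27e-18, the fatty acid transporter gene Cd36 3.96 ± 0.28, adjusted p = 5.98e-15 and Cd9 3.56 ± 0.15, adjusted p = 6.44e-23. Lysmd2 (3.47 ± 0.22), Rbm47 (3.09 ± 0.19), the calcium channel gene Cacna1e (3.01 ± 0.16), the inhibitory receptor gene Sirpa (2.90 ± 0.18) and Ptpn22, a brake on antigen receptor signals (2.82 ± 0.12, adjusted p = 6.44e-23), were higher too. The transcription factor gene Foxp1 (1.29 ± 0.07, adjusted p = 2.31e-19), Cd38 (0.99 ± 0.07), Nt5e (0.68 ± 0.14) and Mki67 (0.70 ± 0.18) were also called higher in IgG2 cells. The libraries differed for Mki67, with 1.12 in spleen 2, 0.32 in bone marrow 2 and -1.09 in bone marrow 3, and for Nt5e, with 0.61, 0.90 and 0.00. IgG1 cells had more of Parm1 (ENSMUSG00000034981, chromosome 5, 91517615 to 91626894), at -2.72 ± 0.09, adjusted p = 9.04e-26, of the protease inhibitor gene Slpi (-3.09 ± 0.12, adjusted p = 3.59e-23), Cfh (-3.07 ± 0.22), the actin nucleator gene Cobl (-2.74 ± 0.23), the purine receptor gene P2ry13 (-2.70 ± 0.24), Sh2d6 (-2.08 ± 0.20), Fam212a (-1.97 ± 0.12) and Tcf7, a transcription factor of long-lived lymphocytes (-1.93 ± 0.18). The memory markers Cd80 (-0.65 ± 0.11) and Pdcd1lg2 (-0.54 ± 0.10), Itga4 (-0.68 ± 0.06) and S100a6 (-0.42 ± 0.07) were also lower in IgG2 cells, although Pdcd1lg2 had 0.05 in bone marrow 3. edgeR called 1340 of 9744 genes, 776 higher in IgG2 and 564 higher in IgG1 cells, and DESeq2 called 401. The count was 247 with no library block, 590 without bone marrow 2, 694 without spleen 2 and 1611 without bone marrow 3. Because the B1-like cluster 5 was mostly IgG2, the test was repeated without it, and 775 genes were called, with Cd36 at 2.31, Ptpn22 at 1.62, Cd9 at 1.08, Slpi at -2.54, Parm1 at -2.15 and S100a6 at -1.22. Mgst1, which had 43.6 CPM in cluster 5 and 1.60 in the others, was not tested without it. Nt5e was no longer called (0.26, adjusted p = 0.489), and 12 of the 1340 genes were called in the opposite direction. Cluster 7, with 85.6% IgG2 cells, stayed in this test, as did clusters 4 and 6 with 94.5% and 94.8% IgG1 cells. The 775 calls can therefore still come from differences between clusters. Leaving out spleen 2 lost the calls of Pdcd1lg2 (-0.35) and Mki67 (0.13), and leaving out bone marrow 2 that of Nt5e (0.49). Within cluster 1 alone 35 of 4889 genes were called, and Slpi had -2.21, Parm1 -2.08 and Foxp1 0.75, while Cd38 was not called (0.23, adjusted p = 0.907) and Itga4, Cd80 and Nt5e had the other sign there. Without cells that used the V genes of the largest clone, 1007 genes were called, and Nt5e (0.30, adjusted p = 0.301) and Mki67 (0.47, adjusted p = 0.0692) were not.

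**Figure D4:**
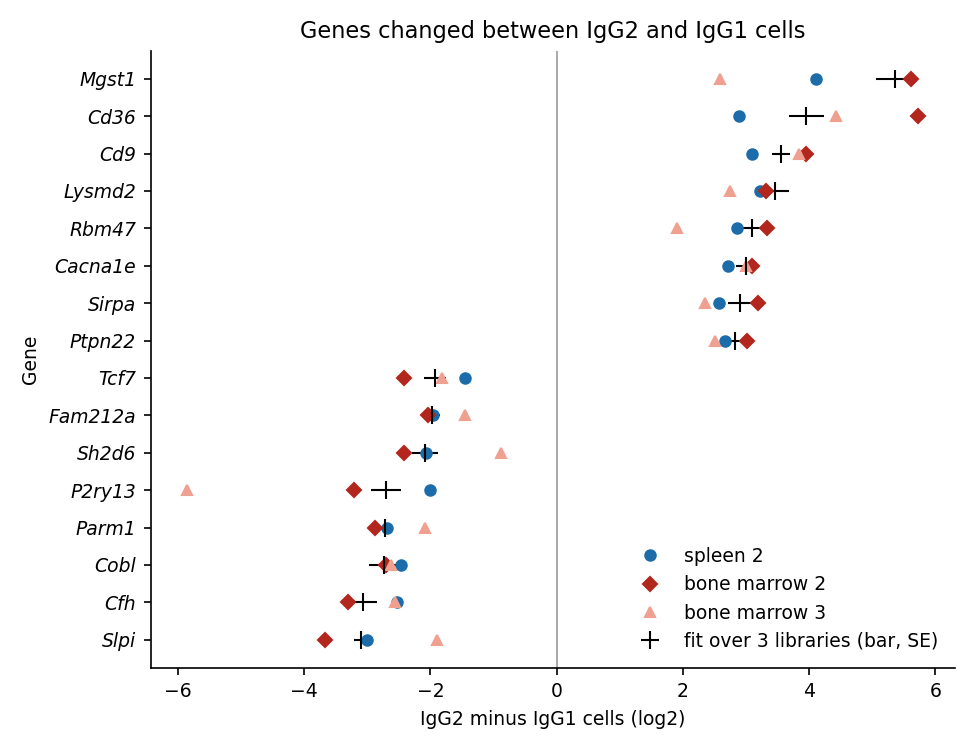
Difference of IgG2 minus IgG1 cells (horizontal axis, log2) for the named genes, with symbols for spleen 2, bone marrow 2 and bone marrow 3 and bars for the SE of the fit. All 3 libraries lie on the same side of 0 for every gene.

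Which programmes differed between the isotypes? camera from limma called 11 of 23 lists, 7 higher and 4 lower in IgG2 cells, and with an estimated correlation 0, the lowest adjusted p being 0.473. Here too the p with the preset correlation does not measure the spread between mice, and the estimate rests on few libraries. MHC class II genes were higher in IgG2 cells (adjusted p = 0.000303), with all 10 above 0, 5 passing over all genes and 8 adjusted over the list alone, among them the invariant chain gene Cd74 (0.24 ± 0.03), H2-Eb1 (0.29 ± 0.04) and H2-Aa (0.22 ± 0.04). In cluster 1 alone Cd74 (-0.0247) and H2-Eb1 (-0.0681) had the other sign. Antigen receptor signalling was higher (adjusted p = 0.000892), with 10 of 21 genes higher and 3 lower, including the inhibitory Fc receptor gene Fcgr2b (1.2 ± 0.07), the kinase gene Syk (1.03 ± 0.07), Cd72 (0.99 ± 0.08) and the adaptor gene Blnk (0.56 ± 0.06). B1 genes were higher (adjusted p = 0.00384), with 4 of 6 passing over all genes. Adjusted over the list alone 5 were higher and 1 lower, and 3 of the members had been chosen by the study. Follicular genes (adjusted p = 0.00605) had 3 of 6 higher, among them Foxp1 and Ccr7 (0.26 ± 0.07), and 1 lower. Germinal centre genes were lower (adjusted p = 0.0015), and Neil1 (-1.46 ± 0.11), the death receptor gene Fas (-1.19 ± 0.12) and Aicda (-1.0 ± 0.14) passed, 3 of 5. TNF receptor survival genes were lower (adjusted p = 0.00773), with Cd40 (-0.48 ± 0.08), the BAFF receptor gene Tnfrsf13c (-0.26 ± 0.06) and Tnfrsf17 (-2.36 ± 0.64) passing. Activation targets (adjusted p = 0.0202, and adjusted p = 0.497 with an estimated correlation) had 9 of 18 genes lower and 2 higher, with Ccnd2 (-0.80 ± 0.09) and the co-stimulation gene Cd86 (-0.64 ± 0.09). Immediate early genes (adjusted p = 0.0192, and adjusted p = 0.584 with an estimated correlation) had 7 of 17 lower and 1 higher, with Ier2 (-0.70 ± 0.08), Junb (-0.44 ± 0.07) and Egr1 (-0.68 ± 0.13). Cell cycle genes were higher (adjusted p = 0.00859, and adjusted p = 0.584 with an estimated correlation), 7 of 19 higher and 1 lower, with Birc5 (2.07 ± 0.42). Ribosomal proteins (adjusted p = 0.00518, and adjusted p = 0.584 with an estimated correlation) had 12 of 90 passing, among them Rpl41 (0.16 ± 0.04), and oxidative phosphorylation (adjusted p = 0.0202) had 5 of 88 higher and 1 lower. Leaving out bone marrow 2 lost the calls of Ccr7 (0.28), Tnfrsf13c (-0.21) and Rpl41 (0.13). The interferon (adjusted p = 0.0512), marginal zone (0.0512), memory (0.0751) and homing (0.139) lists did not pass.

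How were isotypes and the receptor typical of the NP response spread over the organs? Among IgG cells, IgG1 made up 53.1% (51.2 to 55.0) of 2723 in spleen 2, 58.3% (56.3 to 60.2) of 2563 in bone marrow 2 and 87.0% (84.9 to 88.9) of 1109 in bone marrow 3. The canonical anti-NP receptor joins IGHV1-72 with the lambda 1 chain. It was found in 95 cells or 3.35% (2.72 to 4.08) of spleen 2, in 133 or 5.01% (4.21 to 5.91) of bone marrow 2 and in 110 or 9.73% (8.06 to 11.6) of bone marrow 3. Counted by clones it took 2.05%, 2.72% and 5.65%. Among IgG1 cells it made up 6.16%, 8.77% and 11.1%, and among IgG2 cells 0.473%, 0.0946% and 2.13%, in the same order. The most used heavy chain gene was IGHV1-26 in mouse 2, in 14.0% of spleen and 19.1% of bone marrow cells, while bone marrow 3 used it in 4.42%. IGHV1-72 took 6.73%, 8.32% and 11.1%, and IGHV9-3 took 4.76%, 5.84% and 7.25%. IGHV1-55 took 3.56%, 3.13% and 7.69% of spleen 2, bone marrow 2 and bone marrow 3. With 1 spleen library there is no spread between mice for the spleen.

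Did memory clones span both organs? In mouse 2, 2197 spleen clones and 1730 bone marrow clones had 245 in common, 11.2% of the spleen and 14.2% of the bone marrow clones. These held 741 spleen cells (26.1%) and 1037 bone marrow cells (39.1%). Reassigning the cells to organs at random gave a median of 303 shared clones (276 to 333), so the observed number was 0.809 of that under free mixing. The largest clone of mouse 2 used IGHV1-26 with IGKV10-96 and held 466 cells, 175 or 6.17% of spleen cells and 291 or 11% of bone marrow cells. Of them 297 were IgG2b, 123 IgG2c and 3 IgG1. The next clone used the same V genes in 94 cells, and then came 33 cells with IGHV1-72 and lambda 1, 32 with IGHV1-54 and 26 with IGHV1-20. In bone marrow 3 the largest clones held 24 cells, with IGHV1-53, and 14 cells, with IGHV1-72 and lambda 1. The shared clones were IgG1 in 56.0% of their spleen cells and 56.7% of their bone marrow cells, against 52.0% and 59.3% of the other cells. Of 441 clones with several IgG cells, 57 (12.9%) held more than 1 isotype. At 1131 cells drawn per library there were 83.9 clones per 100 cells in spleen 2, 71.8 in bone marrow 2 and 73.6 in bone marrow 3. The 10 largest clones held 10.9%, 18.3% and 9.73% of cells, and clones of 1 cell 77.9%, 64.1% and 62.2%.

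Did shared clones keep the same state in both organs? In the age-associated-like cluster 4, 81 clones were found in both organs, 50.3% of the smaller side, against a median of 23 (11 to 36) after reassignment. Spleen cells of cluster 4 shared 33 clones (26.8%) with bone marrow cells of cluster 6, against 10 (3 to 20), and cluster 6 shared 8 (33.3%) with itself, against 2 (0 to 7). The latter rests on 24 spleen clones, and with the heavy chain alone it was 8 against 3 (0 to 8), no longer above the range. The B1-like cluster 5 shared 27 clones with itself, against 39 (26 to 58), but its share of the smaller side, 15.8%, lay above the 9.44% after reassignment. Cluster 2 shared 9 (4.19%) with itself, against 24 (11 to 39), and cluster 7 shared 3, against 17 (7 to 30). The median share was 6.20% over the 10 pairs of the same cluster and 1.31% over the 90 pairs of different clusters, against 9.27% and 10.4% after reassignment, so both lay below free mixing in the median. Of the former 2 lay above and 2 below the range after reassignment, and of the latter 1 above and 39 below. With the heavy chain alone 1 pair of the same cluster lay above and 3 below. One of these was cluster 5, with 28 shared clones (30 to 62), whose share of 17.5% again lay above that after reassignment, 11.4%.

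**Figure D5:**
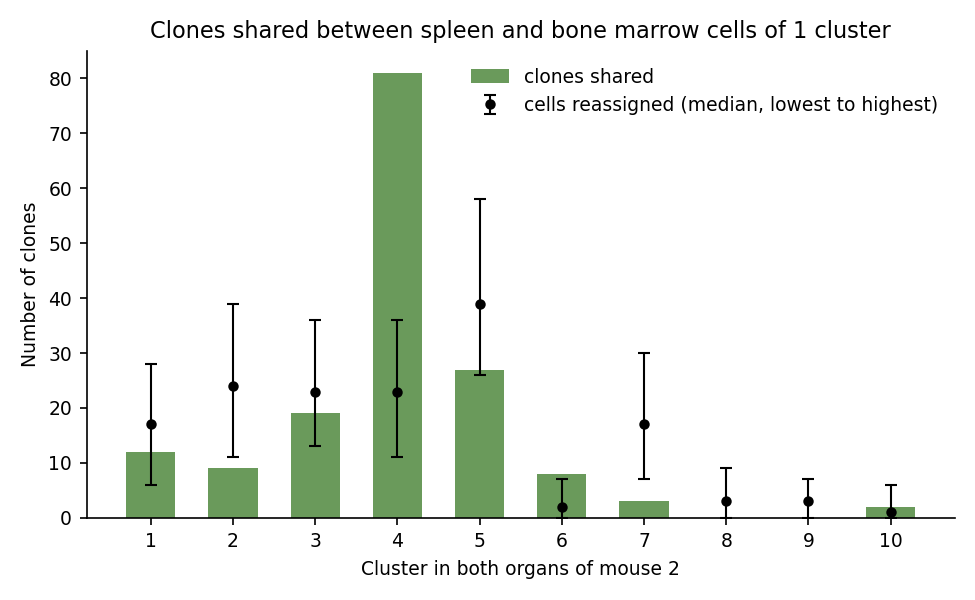
Number of clones (vertical axis) shared between spleen and bone marrow cells of the same cluster in mouse 2 (bars), with the median and the lowest to highest of 1000 reassignments (points and lines). Cluster 4 shares 81 clones, above a range of 11 to 36.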

Values the study reported

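The study reported 6047 memory B cells from the spleen and 4164 from the bone marrow, with a median of 1629 detected genes. It reported transcripts of Cd19 in 86%, of Cd38 in 36%, of Pax5 in 38% and of Ptprc in 80% of the cells, and of Bcl6 in 2.5%. It described 6 clusters of these cells. In its cluster V, located in the bone marrow, 94% of the cells were IgG1, 76% had transcripts of Rps26-ps1 and 10% had transcripts of Cxcr4.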

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

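Of the tests below, the comparison of pseudogene rates between libraries and the UMI counts of the clones found in both mice were set before their values were seen, and all other tests were chosen only after the result was seen.

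The receptor libraries held signals that were not compared on their own. T cell receptor contigs, all of them non-productive, numbered 604 in spleen 2, 694 in bone marrow 2 and 229 in bone marrow 3. Heavy chains other than IgG were found in 113, 92 and 22 cells of these libraries although the sort excluded IgM and IgD. A receptor without an RNA profile was found for 124, 284 and 57 cells. The T cell receptor contigs entered no comparison. Cells with other heavy chains and cells without an RNA profile were counted in the clones, the diversity and the shares of the anti-NP receptor and of V genes. With only barcodes that had an RNA profile, spleen 2 and bone marrow 2 shared 228 clones in place of 245.

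Cluster 6 had its largest share in bone marrow 3. Ribosomal pseudogenes led it only with the libraries pooled, and within each library Sgk1 had a higher ratio than Rps27rt, Rpl36-ps3 and Rps26-ps1. If reads of ribosomal protein genes were assigned to pseudogenes at a rate set by the library, the ratio would be raised in other clusters too, and its median over clusters 1, 3, 4 and 7 was 2.71 times that of the other libraries. Poor barcodes did not make up this cluster in bone marrow 3, since 0% of its barcodes there had few genes or a high mitochondrial share. The clustering had set such barcodes apart in cluster 10, 90.4% of which were poor, so this cannot show whether they shaped the clusters. Without them the nearest cluster took 70.4% of bone marrow 3. Its Jaccard index of 0.452 lay below the limit of 0.5 for a match, so poor barcodes were not excluded as an influence. A real organ difference is also possible, since in mouse 2, where both libraries had like pseudogene rates, the bone marrow share was 6.57 times that of the spleen. This ratio depends on the clustering. Of the 10 other clusterings only 2 held a match of cluster 6, both with the same direction in the 2 mice. With 10 principal components the cluster that held most of bone marrow 3 took 0% of spleen 2 and 0.207% of bone marrow 2. Cluster 6 may therefore hold both a library effect and an organ difference, and these data cannot separate them in mouse 3.

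Bone marrow 2 and bone marrow 3 held 9 clones of identical chains, with 9 cells in bone marrow 2 and 28 in bone marrow 3. Spleen 2 and bone marrow 3 shared 0 clones where 11.4 would follow at that rate. This argues against independent rearrangement only if spleen and bone marrow hold such clones at the same rate, which was not tested. With junctions compared as amino acids, spleen 2 and bone marrow 3 shared 5 clones and the bone marrows shared 14. Contigs assigned to the wrong library under the same barcode were excluded, since 0 of the clones carried the same barcode in both. The bone marrow 2 cells of these clones had 1 times the median heavy chain UMIs of all its cells, 8 against 8, which is consistent with whole cells of mouse 3 among those of bone marrow 2.

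Several productive heavy chains were found in 2.01% (1.52 to 2.61) of cells of spleen 2, 10.1% (9.02 to 11.3) of bone marrow 2 and 8.01% (6.52 to 9.72) of bone marrow 3. Such barcodes had 1.93 times the median RNA UMIs of other cells in the library with the lowest ratio, which is consistent with doublets. Free immunoglobulin RNA predicts about equal RNA, while these ratios lay between 1.93 and 2.00. This argues against it as the main source, but a median cannot exclude it for some of the barcodes. The share did not follow the number of barcodes, since the library with the fewest barcodes had 3.98 times the share of spleen 2. Barcodes recovered do not measure the cells loaded, so loading cannot be judged as a cause from these data.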

How the results depend on the processing

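Fits without single clusters, fits that join the block with another change, and the fits without the largest clone were tests chosen only after the result was seen. The main organ fit called 0 genes, so an organ gene could only stay uncalled or gain a call. Of 2727 organ gene values under an alternative, 2242 stayed uncalled, whatever their sign, and 485 passed the threshold with the same sign. Of 637 isotype values 494 kept their side of the threshold. The organ calls depended on the pairing. With 2 libraries per organ the fit without a block called 0 genes, or 0 to 219 leaving out 1 library, 39 with DESeq2 and 2 without cluster 6. With the mouse as a replicate block the count was 522, and 174 with poor barcodes left out, 514 without doublets, 270 without cluster 6, 537 without cluster 8, 422 without clusters 9 and 10 and 107 with DESeq2. Within clusters 1, 3, 4, 6, 7 and 10 the 0 calls became 62, 98, 81, 90, 61 and 11 with the replicate block and 61, 27, 71, 36, 20 and 41 with no expression filter. Leaving out 1 library gave 0 to 105, 0 to 80, 1 to 129, 0 to 86, 0 to 93 and 0 to 49. The difference between clusters had 2 calls with no filter and 0 to 5 leaving out 1 library. In place of 11 organ lists, 10 passed with the block, and 0 passed with an estimated correlation, with or without the block. The age-associated list passed only with the block (adjusted p = 0.0476 by camera) and pointed the other way from the fit without it. The interferon list, lower in bone marrow, pointed the other way without spleen 2 (0.479), and leaving out 1 library its adjusted p ranged from 5.4e-15 without spleen 3 to that value. The block changed no other call than those given. The isotype calls numbered 1340, and 401 with DESeq2, 247 with no library block, 775 without cluster 5, 35 in cluster 1 alone and 590 to 1611 leaving out 1 library. Values of IgG2 minus IgG1 that reversed without cluster 5 were Cr2 0.53, Fcer2a 0.32, Cxcr3 0.0477, Cd69 0.30, Zbtb32 -1.24, Bach2 0.0791, Bhlhe41 -0.39 and Uqcrh -0.0212. In cluster 1 alone Fcer2a 0.14, Itga4 0.01175, Cxcr3 1.65, Sell -0.73, Cd80 0.20, Nt5e -0.10, Cd74 -0.0247, H2-Eb1 -0.0681, Tnfrsf13c 0.0847, Rps6ka1 -0.0538, Rpl41 -0.0918 and Uqcrh -0.11 reversed, and without the V genes of the largest clone Fcer2a 0.00063 and Zbtb32 -0.0816. Clusters numbered 10, and 7 with 10 principal components, 8 with 30, 6 at resolution 0.4, 10 at 0.8, 9 without ribosomal genes, 7 with only receptor cells, 8 without bone marrow 3, 9 without doublets, 7 without poor barcodes and 9 with another seed. Of the 10 clusters only 3 had a match with 10 or 30 components, with only receptor cells or without poor barcodes, 4 at resolution 0.4, 5 with another seed, 6 without bone marrow 3, 7 without ribosomal genes, 9 without doublets and 10 at resolution 0.8. Of 203 shares of matched clusters 78 moved. The largest share of bone marrow 3 in a cluster, 38.4%, became 78.5% with 10 components, 81.8% with 30, 57.7% at resolution 0.4, 38.1% at 0.8, 35.5% without ribosomal genes, 81.8% with only receptor cells, 42.4% without doublets, 70.4% without poor barcodes and 43.8% with another seed. With clones in place of cells the anti-NP receptor took 2.05%, 2.72% and 5.65%, and IgG1 61.0% in bone marrow 2 and 83.6% in bone marrow 3. With the heavy chain alone, the median sharing was 9.48% within and 2.25% between clusters, and clones per 100 cells 81.1 in spleen 2 and 68.4 in bone marrow 2. Sharing between organs stayed at 0.806 to 0.846 of free mixing. The cause was not tested. Alternatives without immunoglobulin genes, and with the isotype from RNA, were not run because the reference held 0 such genes. Depth may limit genes near the filter, which was not tested. In the simulation 32% of genes changed by a log2 of 1 were recovered in cluster 6.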

Other observations

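Of the tests here, the splits of the isotype sums were set before their values were seen, and the others were tests chosen only after the result was seen. Clustering all barcodes gave 10 clusters. This number lies above the one the study gave, which clustered only cells that also had a receptor.

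Of the 498 IgG cells of mouse 2 that used the V genes of its largest clone, 455 (91.4%) lay in the B1-like cluster 5. With 10 principal components 97.4% of the cluster that held most of bone marrow 3 came from that library, and with 30 components 99.2%.

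The 1340 genes called between IgG2 and IgG1 cells were set against other ways to split the same 6 sums into 3 and 3. The real split was the only 1 of 10 with that many calls, and the highest other split gave 4. The other splits that part every library, like the real one, gave 0, 4 and 0 calls. The splits are too few for a share under 0.05.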
